A study of Danio rerio with 8 samples. Its data were reported in "The Osteoblast Transcriptome in Developing Zebrafish Reveals Key Roles for Extracellular Matrix Proteins Col10a1a and Fbln1 in Skeletal Development and Homeostasis" (2024).

How the data were processed

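Osteoblasts were studied in zebrafish larvae at 4 days post fertilization that carry a GFP reporter in the endogenous sp7 gene, which encodes a transcription factor of bone-forming cells. The study dissociated the larvae and sorted living cells by fluorescence into a weakly fluorescent population, P1, and a strongly fluorescent one, P2. Full-length cDNA was amplified from the sorted cells by the SMART-Seq method for low RNA input, libraries were made by tagmentation, and single-end reads were sequenced. Such cDNA is amplified by PCR without molecular identifiers, so reads are not independent molecules, and floors given here cover counting error only. The labels give 5 P1 libraries (replicates 1, 2, 3, 5 and 6) and 3 P2 libraries (replicates 1, 2 and 4), and no sorting date or sequencing batch.

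The authors mapped the reads to the GRCz11 genome with the Ensembl annotation in the nf-core rnaseq pipeline at its default parameters. Beyond that, how reads on overlapping genes or on near-identical copies were assigned, and whether strand was used, is not written out, so values of close paralogs such as col1a1a and col1a1b, bmp2a and bmp2b, fsta and fstb, or wnt7aa and wnt7ab are uncertain to that degree. The authors deposited 4 files. Of these, 2 hold gene values per library, over 32520 gene rows, and both were found to hold counts that the authors had divided by 1 size factor per library, as their tool DESeq2 does. In every library each value was a whole multiple of the value of 1 read, to within 9.72e-05 of a read. Whole reads were therefore recovered for 100% of values by multiplication with the size factor. The size factors ranged from 2.95 in P2 replicate 1 to 5.40 in P1 replicate 2. The P1 and P2 values were identical in both tables, with 0 differing values. The larger table also holds 10 columns that match no sample of the series, and these were not used. The remaining 2 files are tables of the authors' DESeq2 comparisons, with log2 fold changes and adjusted p-values for P1 over P2, P1 over whole larvae and P2 over whole larvae. The deposited base mean equals the mean over 10 whole-larva, 5 P1 and 3 P2 libraries to within 0.00944, so the authors fitted all of them together. The whole-larva libraries come from another project, so the tissue, the project and the library preparation cannot be told apart in these comparisons. The files pair gene identifiers with symbols, and 89.8% of the identifiers (29201) were also found in a separate table of zebrafish gene names. No genome of the build was used here, so no coordinates are given.

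The planned test was a negative-binomial fit of raw counts by edgeR, which was not run. The deposited values are normalized, so a count fit could only have been an alternative on the recovered reads. The reads were recovered and checked only by the scripts used here, because the separate check of units cannot read files split at semicolons, and for that reason no such fit was made. The test used was limma version 3.58.1 in R 4.3.3, as a linear model of log2(normalized read count + 1) on population, with variances shrunk toward a trend with abundance, over genes with at least 10 recovered reads in at least 3 libraries. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Fold changes are on the log2(normalized read count + 1) scale, which understates the change of genes with low values. A gene was called at an adjusted p under 0.05, and a stricter call needed an adjusted p under 0.001 and a log2 fold change over 1.6 in either direction. The study gives 0.001 for p and 1.6 for the log fold change. The fold change and p that it prints for col10a1a in P1 against whole larvae equal the log2 fold change and adjusted p in the authors' deposited table, so its limits were read as log2 and adjusted. A floor of 3 reads was set for groups in which a gene was hardly seen, and folds against such a group were computed against the floor. Gene lists were tested with camera at a preset correlation of 0.01, and checked with fry and with camera at an estimated correlation. Single measures per library were compared by two-sided exact permutation over the 56 ways of dividing 8 libraries into 5 and 3, of which the smallest p is 0.0179. The separation of libraries was tested one-sided over the same divisions, as the mean distance between populations minus that within them over the 500 most variable genes.

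Before the data were examined, 19 gene lists, the rule for named genes and most alternatives were written down. The lists held genes that the study's text places higher in P2, higher in P1 or level, genes it shows for mineralization, BMP and WNT signaling, and general markers of collagen processing, chondrocytes, macrophages, neutrophils, erythroid, endothelial, muscle and pigment cells, keratinocytes, neurons, the corpuscles of Stannius, the cell cycle and immediate early response. The study chose the first 6 on these same samples. Named genes are those of the first 3 lists, together with the 5 largest increases and 5 largest decreases among strict calls that had a symbol, a mean of at least 10 CPM and no overlap between populations.

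The fit was tested on simulated counts drawn from the means, spread and depth of the 18475 genes tested, of which 17816 passed the filter again. Among 192 tested genes with a known change, 57 were called, all with the right sign, and 1 unchanged gene was called. For changes of at least 2 on the log2 scale, 42.2% were called. Only 200 genes were changed, which makes the adjusted limit strict, so these shares may be lower than in the data. Among changed genes with a mean of at least 100, the median ratio of fitted to true change was 0.968, and with no gene changed 0 of 17755 genes were called. Alternatives covered scaling, pseudocount, filters, variance model, voom with quality weights on recovered reads (a scaling by trimmed means was written for this purpose), the replicate numbers as a block, and each library left out. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.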

Results

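The transcriptomes of weakly (P1) and strongly (P2) fluorescent sp7-GFP cells were measured in 8 libraries, 5 of P1 and 3 of P2. Recovered gene reads ranged from 7510312 in P2 replicate 4 to 13034333 in P1 replicate 2. P1 libraries held 10.6 ± 1.72 M (SD, n = 5) reads and P2 libraries 8.66 ± 1.87 M (SD, n = 3), a difference within the spread between replicates (exact permutation p = 0.196). A count of 3 reads corresponded to between 0.230 and 0.399 CPM. No library was a second copy of another, since the smallest chi-square per degree of freedom between replicates was 43.7, where copies would differ by sampling noise alone.

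Library composition was compared first, because differences in complexity would act on every other comparison. Genes with at least 1 CPM numbered 17123 ± 1228 (SD, n = 5) in P1 and 15892 ± 184 (SD, n = 3) in P2, which did not differ by exact permutation (p = 0.143). The choice of threshold moved this result most. With at least 1 read as the threshold, the difference was -3303 genes, with 22110 ± 819 (SD, n = 3) in P2 and 25412 ± 1415 (SD, n = 5) in P1, and the exact permutation p was 0.0179, the smallest this design allows. Over the family of 8 library measures the adjusted value was 0.143. The mitochondrial genes took 27.5% ± 5.46 (SD, n = 5) of reads in P1 and 18.7% ± 4.99 (SD, n = 3) in P2 (exact permutation p = 0.0714, adjusted 0.143). One row, the mitochondrial NC_002333.4, was the most abundant in every library and held from 9.97% to 28.5% of reads.

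Whether the 2 populations form distinct groups was examined next. The first principal component of the 500 most variable genes carried 61.5% of the variance and the second 14.5%. All P1 libraries lay between -41.9 and -23.1 on the first component. P2 replicates 1 and 4 lay at 68.9 and 67.9, while P2 replicate 2 lay between the groups at 21.5. Libraries of different populations were farther apart than libraries of one population by 41.1 on average, the largest value among the 56 divisions (exact permutation p = 0.0179, one-sided, the smallest the design allows). Across tested genes, the mean Spearman correlation was 0.776 between populations, 0.883 within P1 and 0.869 within P2. Genes are not independent replicates. The ranges overlapped, with pairs up to 0.862 between populations and down to 0.817 within P1 and 0.840 within P2. P2 replicate 2 stood at 0.862 with P1 replicate 1, 0.862 with P2 replicate 1 and 0.840 with P2 replicate 4.

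**Figure D1:**
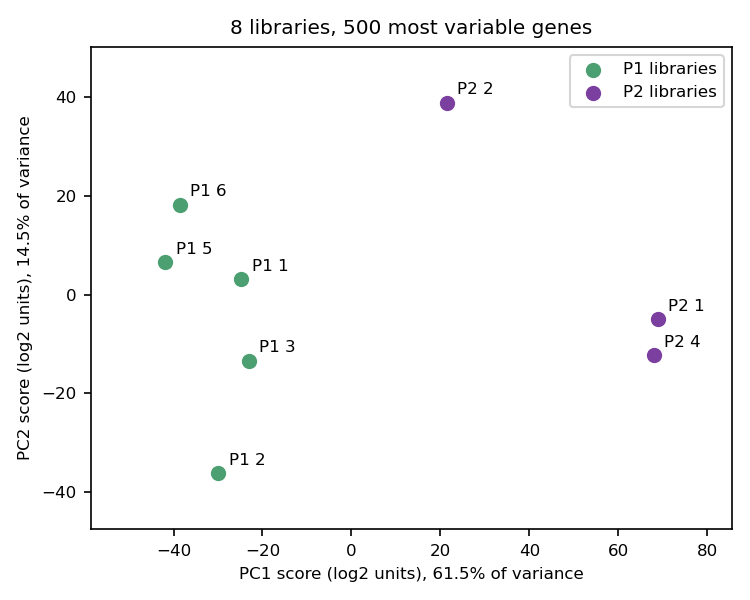
Scores of the 8 libraries on the first (61.5% of variance) and second (14.5%) principal components of the 500 most variable genes, in log2 units, with 1 point per library, P1 in green and P2 in purple. The P1 libraries sit at or below -23.1 on the first component, P2 replicates 1 and 4 at 67.9 or above, and P2 replicate 2 at 21.5.

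The main comparison asked which genes differ between P2 and P1. Of 18475 genes tested, 2700 passed an adjusted p of 0.05 in limma, 1398 higher and 1302 lower in P2. The strict limits were passed by 170 genes, of which 80 (47.1%) were higher in P2 and 90 lower. In all 170 of these genes no P2 library overlapped a P1 library; among all tested genes 20.6% showed no overlap, where chance gives 3.57%. The counts changed with single libraries. Without P2 replicate 1, 901 genes passed 0.05 and 66 passed the strict limits, and without P2 replicate 2 these were 4004 and 314. All 170 strict genes kept their direction, and all passed an adjusted p of 0.05, in each of the 8 fits that left out 1 library. The balance of directions depended on scaling. With factors computed as the median of ratios over these 8 libraries, the median change of all genes moved from 0.00 to -0.12 and 39.9% of 2467 called genes were higher in P2, against 51.8% of the 2700 under the deposited scaling; with a trimmed mean scaling the share was 41.6%.

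The reporter gene was examined as a check of the sorting. sp7 (ENSDARG00000019516) stood at 57.7 ± 26.9 (SD, n = 5) normalized read counts in P1 and 1009 ± 229 (SD, n = 3) in P2, a log2 fold change of 4.20 (SE 0.37, adjusted p = 2.30e-05, limma). The library with the least sp7 in P2 held 771, and that with the most in P1 held 99.1. Among the alternatives its log2 fold change ranged from 4.00 to 4.42 and its adjusted p from 5.79e-06 to 0.00542.

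The 2 matrix protein genes that the study followed up behaved differently from each other. col10a1a (ENSDARG00000054753) rose from a mean of 199 normalized read counts in P1 (range 96.3 to 392.2, n = 5) to 40777 ± 9809 (SD, n = 3) in P2, a log2 fold change of 7.82 (SE 0.43, adjusted p = 5.12e-07, limma). fbln1 (ENSDARG00000103311) had a mean of 16.8 in P1 (range 6.95 to 45.2, n = 5) and 19.4 ± 10.6 (SD, n = 3) in P2. Its log2 fold change of 0.36 (SE 0.60, adjusted p = 0.721, limma) was smaller than its standard error, and the libraries overlapped. fbln1 was carried by 23 to 244 recovered reads per library, and with a standard error of 0.60 a moderate difference cannot be ruled out. Its highest P1 value, 45.2 in replicate 2, exceeded every P2 value; without that library the log2 fold change was 0.79 (adjusted p = 0.295, limma), and in the fits that left out 1 library it ranged from 0.01 to 0.89. In the authors' deposited table fbln1 had a log2 fold change of -0.16 for P1 over P2, with an adjusted p of 0.885.

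Genes that the study's text places higher in P2 were then compared as a list. All 12 were higher in P2, and 11 passed an adjusted p of 0.05, both over all genes tested and adjusted over the list alone. Because the study chose this list on these samples, neither the shared direction nor the calls are independent evidence. The strict limits were passed by sp7, col10a1a, panx3 (log2 fold change 7.18), entpd5a (5.26) and bmp2a (2.80). spp1 (4.32), runx2b (3.31), bmp2b (2.08), bmp1a (2.00), wnt9a (1.75) and alpl (2.26) passed the 0.05 limit, and fbln1 did not. Some of these calls rested on single libraries: alpl was at 1107 normalized read counts in P2 replicate 4 against 209 and 126 in the other P2 libraries, and without that library its adjusted p was 0.0766 (limma). Leaving out P2 replicate 1 raised wnt9a (adjusted p 0.0961), bmp1a (0.0555) and alpl (0.0568) above 0.05, and leaving out P1 replicate 5 did so for alpl (0.0526). Other calls were lost in the 4 libraries of replicates 1 and 2. With the replicate number as a block, runx2b (adjusted p 0.0530), bmp2b (0.0625), bmp1a (0.0909), wnt9a (0.415) and alpl (0.540) were above 0.05 (limma). Without the block the same genes and bmp2a (0.0849) were above it. sp7, col10a1a, panx3, entpd5a and spp1 stayed under 0.05 in both fits.

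Of the 12 genes placed higher in P1, 11 were tested, all 11 were lower in P2, and 4 passed an adjusted p of 0.05, over all genes and adjusted over the list alone. The study chose this list on these samples too, so the same limit holds. stc1l (ENSDARG00000058476) fell from 6700 ± 3041 (SD, n = 5) normalized read counts in P1 to 6.20 ± 4.20 (SD, n = 3) in P2, a log2 fold change of -10.01 (SE 0.49, adjusted p = 2.98e-07, limma). hoxb9a stood at 59.0 ± 27.8 (SD, n = 5) in P1 and had at most 2 reads in any P2 library, so it was at least 57.9-fold lower in P2. fstl1a (log2 fold change -2.53) and lrp2a (-3.85) also passed 0.05; the adjusted p of lrp2a was 0.0620 without P2 replicate 4 and 0.0971 with voom (limma). The P1 and P2 libraries overlapped for omd, ostn, fsta, fstb, wnt7aa, wnt7ab and wnt4b, and none of these 7 passed 0.05. wnt7aa did pass without P2 replicate 2 (adjusted p 0.0475, limma) and in the authors' deposited table (0.0325 for P1 over P2). The rest of the 7 were above 0.05 in that table. wnt5a had too few reads to be tested, with 0 reads in every P2 library and 4.90 ± 6.66 (SD, n = 5) normalized read counts in P1, which makes it at least 4.81-fold lower in P2. Most of that mean came from P1 replicate 2, without which it was 1.96 and the bound 1.92-fold. In the authors' deposited table wnt5a had an adjusted p of 0.00524 for P1 over P2.

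The study names col1a1, col2a2a and col2a2b as level between populations. No row of the files carries these symbols, so col1a1a, col1a1b, col2a1a and col2a1b were taken in their place. Of these 4 genes, 2 were not separated: col2a1a (log2 fold change -0.52, adjusted p 0.458, limma) and col2a1b (-0.22, 0.695). col1a1a stood at 8318 ± 1238 (SD, n = 5) in P1 and 20649 ± 7289 (SD, n = 3) in P2, every P2 library being above every P1 library, but its log2 fold change of 1.26 (SE 0.44) did not pass 0.05 (adjusted p 0.0695, limma). It did pass without P2 replicate 2 (0.0442), with voom (0.0230), with library sizes only (0.0437), with robust shrinkage (0.0315) and with no variance trend (0.0421). In the authors' deposited table its adjusted p for P1 over P2 is 1.40e-07. col1a1b, at 4802 ± 1410 (SD, n = 5) against 12785 ± 3774 (SD, n = 3), had a log2 fold change of 1.42 (SE 0.41) and an adjusted p of 0.0371 (limma), which lay between 0.0577 and 0.156 when P1 replicate 2, 3, 5 or 6 or P2 replicate 1 or 4 was left out. It was also above 0.05 with the median of ratios (0.0566), upper quartile scaling (0.0622), trimmed mean scaling (0.0573) and no low-count filter (0.116). In the authors' deposited table the adjusted p of col1a1b for P1 over P2 is 1.51e-06. Adjusted over the list alone, both col1a1 genes passed.

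The largest increases among the strict calls were those of enam (log2 fold change 9.80), col5a2b (8.20), ifitm5 (7.96), col10a1a (7.82) and si:dkey-32e6.6 (7.65). enam, for example, stood at 10.1 ± 11.8 (SD, n = 5) normalized read counts in P1 and 6028 ± 1537 (SD, n = 3) in P2. The largest decreases were those of stc1l, nppal, prl, stm and and2. nppal and prl had at most 2 reads in any P2 library and were at least 595-fold and 441-fold lower there. stm stood at 1408 ± 1339 (SD, n = 5) in P1 and 4.70 ± 7.85 (SD, n = 3) in P2 (log2 fold change -8.24, adjusted p 0.000371, limma, and 0.0678 with voom), and and2 at 2023 ± 2392 (SD, n = 5) in P1 and at most 29.7 in any P2 library (log2 fold change -8.01).

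**Figure D2:**
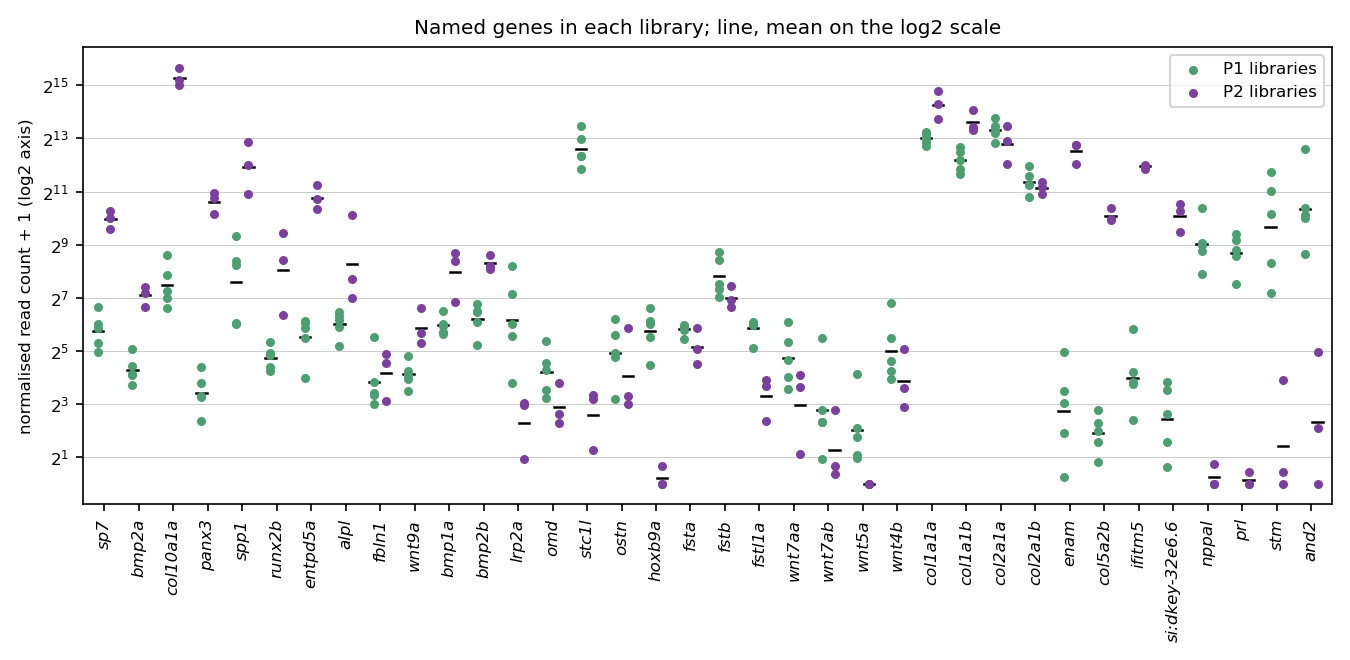
Normalized read count plus 1 (log2 axis) of each named gene in each of the 5 P1 (green) and 3 P2 (purple) libraries, with a line at each group's mean on the log2 scale. The P2 libraries stand above all P1 libraries for sp7 and col10a1a and below them for stc1l, and the groups overlap for fbln1.

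Preset gene lists asked whether sets of genes moved together. Of 19 lists, 16 passed an adjusted p of 0.05 by camera, 5 higher and 11 lower in P2. As many lists passed in 3 of the 56 divisions of the libraries, so the camera count alone does not set the populations apart. Under fry 10 lists held: those the study's text places higher in P2 and higher in P1, its mineralization, BMP and WNT lists, and the collagen processing, macrophage, neutrophil, endothelial and Stannius lists. With an estimated correlation 4 held, namely the lists placed higher in P2 and in P1, the mineralization list and the Stannius list. The median log2 fold change was 3.06 for the list placed higher in P2 (12 genes), 2.13 for mineralization (24 genes), 1.46 for collagen processing (25 genes), 1.27 for BMP (26 genes) and 1.15 for WNT (21 genes). The WNT median was 0.67 without P2 replicate 1, 0.74 with a pseudocount of 5 and 0.47 with no low-count filter, and with at least 10 reads in every library it was 0.18 and the list no longer passed (camera adjusted p 0.247). The median was -1.51 for the list placed higher in P1 (11 genes), -3.79 for the Stannius list (7 genes), -3.03 for macrophages (12 genes), -2.51 for neutrophils (10 genes) and -1.61 for endothelial cells (16 genes). With genes at the floor set to their bound, the Stannius, macrophage and neutrophil medians were -3.97, -3.20 and -2.37. The endothelial median was -1.01 without P2 replicate 1 and -0.79 with at least 10 reads in every library. Over the alternatives in which the list could be tested the median ranged from -4.60 to -1.99 for the Stannius list, from -4.57 to -1.64 for macrophages, from -4.33 to -1.30 for neutrophils and from -2.05 to -0.97 for the list placed higher in P1. The weakest value of each of these 4 lists came with a pseudocount of 5.

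Another 6 lists passed by camera but neither by fry nor with an estimated correlation: muscle (median -3.12, 21 genes), erythroid (-2.91, 13 genes), keratinocyte (-2.85, 15 genes), neuron (-2.20, 17 genes), chondrocyte (-0.99, 15 genes) and cell cycle (-0.51, 22 genes). Single libraries weighed on several of them. Without P2 replicate 2 the muscle median was -5.30, the chondrocyte median -0.49 and the cell cycle median -0.19, and the last 2 no longer passed (camera adjusted p 0.196 and 0.220). Without P2 replicate 1 or 4 the muscle median was -1.80 or -1.97. With voom the erythroid median was -5.31. Without P1 replicate 5 the erythroid median was -1.72, and without P2 replicate 4 its camera adjusted p was 0.0648. The camera adjusted p of the cell cycle list was 0.0875 without P1 replicate 2 and 0.0511 with no low-count filter. The pigment (median -1.20, 10 genes), immediate early (0.04, 22 genes) and level collagen (0.52, 4 genes) lists did not pass. The pigment median was -2.12 and passed without P2 replicate 2 (camera adjusted p 0.0306), and was -0.53 or -0.54 without P2 replicate 1 or 4. The immediate early median was 0.42 without P2 replicate 2 and -0.05 without P1 replicate 6, and the level collagen median was 0.34 without P2 replicate 1.

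**Figure D3:**
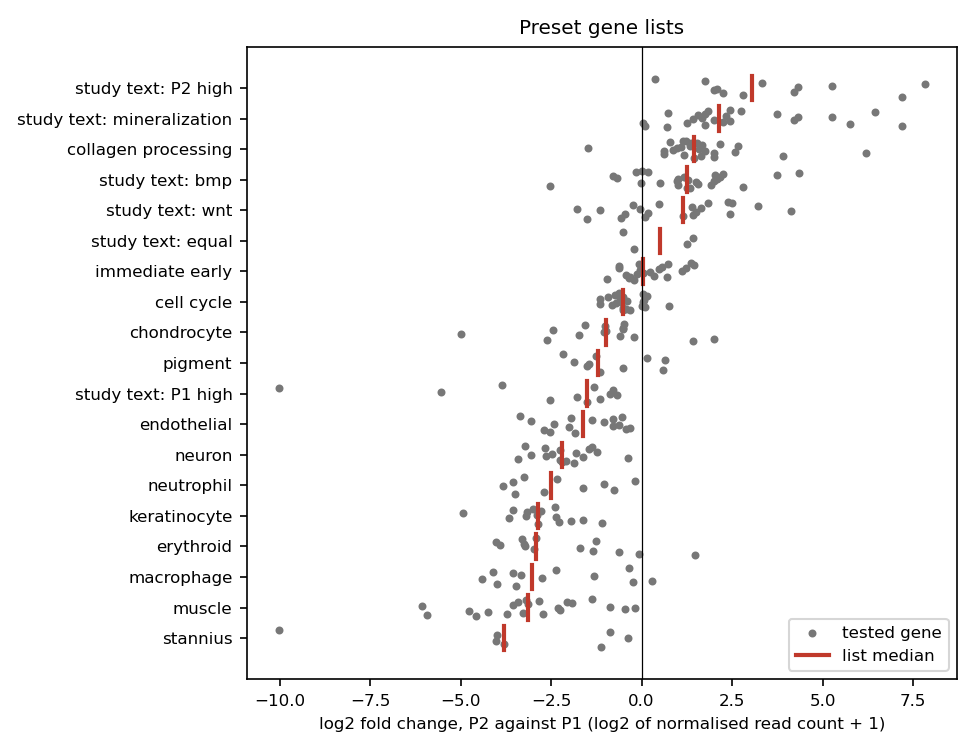
Log2 fold change of P2 against P1, on the log2(normalized read count + 1) scale, for each tested gene (grey points) of the 19 preset lists, with the list median as a red line. The medians range from -3.79 for the Stannius list to 3.06 for the list that the study's text places higher in P2.

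Each population was also set against whole larvae by the authors, to ask what marks the sorted cells as a whole. In the authors' deposited table, 8251 of 22553 genes with an adjusted p passed the strict limits for P1 over whole larvae, 4864 of them higher in P1. For P2 over whole larvae the authors' deposited table gives 9047 genes, 5069 of them higher in P2. Both sets share 6558 genes (29.1%) in the authors' deposited table, 6528 (99.5%) of them in the same direction. Both comparisons use the same whole-larva libraries, so chance values are shared. In a simulation of unchanged groups against 10 shared controls, the same shares of genes were taken by rank of p. Both comparisons then shared 16.3% of genes, and 75.2% of these had the same direction. The simulation held shared sampling noise only, with no offset between projects or library preparations. Such an offset would push both comparisons the same way. The higher shares in the authors' deposited table therefore cannot be credited to the sorted cells alone. For P1 over P2 the authors' deposited table gives 1582 genes past the strict limits, 579 of them higher in P2. Of these 1582 genes 1541 were tested here. All 1541 had the same direction in the present fit, 1365 passed an adjusted p of 0.05, and 170 passed the strict limits. Both fits rest on the same P1 and P2 libraries, so the shared direction is no independent check. In the authors' deposited table sp7 had a log2 fold change of 3.81 for P1 and 7.89 for P2 over whole larvae. There col10a1a stood at -1.34 for P1 and 6.27 for P2 in the authors' deposited table, and stc1l at 8.15 and -1.79. fbln1 had a mean of 0 in whole larvae in the authors' deposited table, so the folds deposited for it have no measured denominator and are not quoted.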

Values the study reported

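With limits of p < 0.001 and a log fold change above 1.6, the study reported 4308 differentially expressed genes between whole larvae and P1, 4531 between whole larvae and P2, and 966 between the populations themselves. It counted 3648 genes as common to both comparisons with whole larvae. In its principal component analysis, which included whole larvae, the first component held 89% of the variance and the second 4%. For col10a1a in P1 relative to whole larvae it gave a log fold change of −1.34.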

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

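Of 50 measures compared within the 5 P1 libraries (library measures, named genes on the log2 scale and principal component scores), 1 had a library far from the others, where chance alone would give about 1 in 20. It was fstl1a, which encodes a follistatin-like protein. P1 replicate 6 stood at 5.09 in log2(normalized read count + 1), against 5.96 to 6.09 in the other P1 libraries, and its gap to the nearest of them was 0.866 of the group's whole range, above the critical value of 0.71. The other 4 libraries lay unusually close together, and P1 replicate 6 still had 102 recovered reads, so the gene was not at the floor there. Without that library the gene remained lower in P2; among all alternatives its log2 fold change ranged from -3.07 to -2.05 and its adjusted p from 0.00161 to 0.0639 (limma). A single departure among 50 measures is fewer than chance gives, and no biological explanation was tested.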

How the results depend on the processing

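The pseudocounts of 0.1 and 5, the trimmed mean scaling and both changes of the variance model were chosen after seeing the data. The planned DESeq2 and edgeR fits were not run: the main test was made on normalized values, and the separate check of units cannot read these files to verify the recovered reads. Only voom was run on those reads. The P1 and P2 columns of the larger table were identical to those used, so they gave no separate value.

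Separation of the libraries and the sp7 and col10a1a changes kept their direction and their side of 0.05 in each alternative in which they were computed. col10a1a was left out of the fit without the 50 most abundant genes, being one of them. All 170 strict genes kept their sign under each of the alternatives in which they were tested.

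With at least 10 reads in every library, which removes genes that fell to the floor in one population, 1741 genes passed 0.05, 113 passed the strict limits, and 76.1% of the latter were higher in P2. The strict count was 111 with no variance trend and 38 when the fold limit was part of the test (treat). The share of strict calls higher in P2 was 83.5% with voom and quality weights, 38.1% with the median of ratios, 39.5% without the 50 most abundant genes, 55.2% with a pseudocount of 5 and 38.3% with trimmed mean scaling. The filter and the fold limit act by construction; for the rest the cause was not tested. The range over the 8 fits that each left out 1 library was 901 to 4004 genes at 0.05, 66 to 314 strict genes, 40.4% to 54.0% of these higher in P2, 15 to 16 lists by camera, 4.00 to 4.42 for sp7, 7.61 to 8.11 for col10a1a, 0.01 to 0.89 for fbln1, -1617 to -767 genes detected, and 0.0286 to 0.0476 for the exact p of the separation, where the smallest p is 0.0286 or 0.0476 according to the library left out.

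Replicate numbers 1 and 2 occur in both populations. Libraries with the same number did not deviate together (r across genes 0.001 for number 1 and -0.127 for number 2), although their column labels also share a stem, so no shared source was seen in the values. With the replicate number as a block in these 4 libraries, 454 genes passed 0.05 and 122 the strict limits (38.5% of them higher in P2); without the block the same 4 libraries gave 199, 34 and 73.5%. In both fits fbln1 was at -0.44, wnt4b at 0.0637, the erythroid median at 0.96 and the immediate early median at -0.17, each reversed from the full set. The block cannot alter a fold change in this balanced set, so both fits had to give the same values. The change therefore lies in the choice of the 4 libraries.

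The immediate early median, 0.04 over all libraries, also changed sign with voom (-0.0513), the median of ratios (-0.0914), upper quartile scaling (-0.0391), without the 50 most abundant genes (-0.0685), with trimmed mean scaling (-0.0624) and without P1 replicate 6 (-0.0465), and was 0.422 without P2 replicate 2. The median of all genes also moved, to -0.122 with the median of ratios, -0.0711 with upper quartile scaling and -0.0931 with trimmed mean scaling. Under these scalings the change of sign cannot be told apart from a shift of all genes. Lists past 0.05 numbered 10 under fry and 4 with an estimated correlation. Genes detected differed by -3303 at 1 read and by -2860 with reads thinned to the smallest library, both past 0.05; a separate random thinning gave -2854. In the authors' deposited table, an adjusted p under 0.05 with no fold limit gives 14009 genes for P1 and 14358 for P2 over whole larvae, and 5848 between populations.

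For list medians and named genes other than sp7, col10a1a and fbln1, each result was compared with the full set under each alternative. Of these comparisons 1042 stayed the same, 40 were weaker, 7 were stronger and 12 changed sign. Both changes of the variance model leave fold changes and list tests untouched. The list comparisons under them therefore had to stay the same. The list tests under voom did not use its weights. The changes of sign came from 3 results, the immediate early and erythroid medians and wnt4b, and 12 of the weaker comparisons were those of col1a1b. Of 192 simulated changed genes, 29.7% were called, so genes with smaller changes or a large spread are missed at this number of libraries.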

Other observations

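The tests on a common share of P1 material, on depth and on abundant genes behind the number of genes seen, on lists of other cell types against whole larvae and on the muscle list in P2 replicate 2 were chosen after the results were seen.

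The difference between populations was compared with other divisions of the same 8 libraries into 5 and 3. For 2700 genes at an adjusted p of 0.05 and for 170 strict genes, 1 of the 56 divisions, the real one, gave as many; the next best gave 18 and 4, and 50 of the others gave 0 at 0.05. For the lists, 3 of the 56 gave 16 or more by camera, with 17 where P1 replicates 2, 5 and 6 were set against the rest. Under fry the real division gave 10 lists and no other gave more than 2. With an estimated correlation it gave 4 and every other gave 0. Some of these lists were chosen by the study on these same libraries, which favors the real division. Outside them, the collagen processing, macrophage, neutrophil, endothelial and Stannius lists held under fry. Only the Stannius list did so with an estimated correlation. It shares 2 of its 7 members with another list, and it is not free of the study's choice either. It holds stc1l, which the study's text places higher in P1 and links to the corpuscles of Stannius on these same libraries. Whether genes of a cell type varying together lie behind the camera count was not tested apart from these 2 other set tests.

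P2 replicate 2 lay 53.1% of the way from the P1 mean to the other P2 libraries on the first principal component. With reads thinned to equal depth it lay at 53.7% and with library sizes in place of the deposited factors at 56.4%, which argues against depth and scaling. A common share of P1 material was weighed with 47 genes that had a mean of at least 100 in P1 and under 1% of that in P2 replicates 1 and 4. In P2 replicate 2 the median gene stood at 7.13% of its P1 mean, but 29.8% of the genes stood under 0.25 of that median. stc1l, at 6700 in P1, was at 1.38 there, and actc1b, at 5702 in P1, was at 14999. These levels are too unequal for the whole P1 population carried over; material of some of its cell types stays open.

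The muscle list, written before the data were examined, was among the lists in which P2 replicate 2 departed from the other P2 libraries. The median of its 21 genes was 673 normalized read counts in P2 replicate 2, against 3.05 and 4.39 in P2 replicates 1 and 4, and 81.0% of them stood over 10 times both. P1 libraries split too, with 660 and 1397 in replicates 1 and 6 and 73.5 to 90.7 in the others. Muscle material in some sorts is a candidate explanation; the most abundant members, actc1b, mylpfa and mylz3, were at 14999, 3682 and 3157 in P2 replicate 2. No gene of this list is in another list, and 8 of its 21 rows had a mean of at least 10 in P2 replicates 1 and 4. Without the list P2 replicate 2 lay at 58.7% of the way, so these genes alone do not place it. Other muscle genes were not removed. Further lists also stood higher in P2 replicate 2 than in P2 replicates 1 and 4, in log2 units. They included keratinocyte (6.37 against 3.90 and 4.26) and neutrophil (3.41 against 1.87 and 1.32). Erythroid (3.09 against 1.72 and 1.08) and pigment (3.33 against 1.95 and 2.19) were also among them. The endothelial list was not, at 3.35 against 2.84 and 3.84. Whether the cells carried GFP cannot be read from these data.

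P2 libraries held fewer genes with at least 1 read, the difference being -3303. In a second random thinning to the smallest library (the first gave -2860) the difference was -2854 (exact permutation p = 0.0357), so depth alone does not account for it. A few dominant genes would have to take more reads in P2, but the 50 most abundant genes took 43.3% ± 3.29 (SD, n = 5) of reads in P1 and 35.3% ± 5.59 (SD, n = 3) in P2, a difference of -7.98 (exact permutation p = 0.0357, adjusted 0.143), which argues against them. A wider mix of cell types in P1 remains open and was not tested directly.

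Of the 9 lists of other cell types, the macrophage, neutrophil, endothelial and Stannius lists were lower in P2 under camera and fry. The muscle, erythroid, keratinocyte and neuron lists were lower by camera alone, the erythroid median being 0.96 in the 4 libraries of replicates 1 and 2, and the pigment list did not pass. Were whole-larva material carried into P1 evenly, every such list would stand at a like level below whole larvae. In the authors' deposited table, the list medians of the log2 ratio of the P1 mean to the whole-larva mean spanned 5.48, from -3.29 for neurons and -1.95 for muscle up to 0.71 for endothelial cells and a still higher one for neutrophils. With the same 95 genes dealt to the 9 lists at random, a range as wide came up with a permutation p of 0.0344. The neutrophil, macrophage and Stannius medians rest on 5, 4 and 4 genes, out of 11, 15 and 7 listed. All 95 genes had a whole-larva mean of at least 10.06, so the medians do not cover list members with lower whole-larva means. With the 6 lists of at least 8 genes the range was 3.99 (permutation p = 0.0176). Both argue against an even carry-over, as far as the other project and library preparation of the whole larvae did not shift the genes of a list together, which was not tested. The Stannius list had a median of -0.53 but held stc1l, at 6700 in P1 and 22.4 in whole larvae. prl, nppal, stm and and2 were among the largest decreases by rule; prl and nppal had means of 449 and 605 in P1 and 1.06 and 3.71 in whole larvae in the authors' deposited table, while stm and and2 were at 1408 and 2023 in P1 and at 1513 and 940 in whole larvae, so these 2 were not marked out from whole larvae in the same way. Weak reporter activity in several cell types may place them in the P1 gate. The range of 5.48 argues only against an even carry-over and leaves this and selective carry-over open. The study itself asked whether P1 holds cells of the corpuscles of Stannius with low sp7. It also reported immune response and cardiovascular development as the top processes raised in P1 over whole larvae. In non-transgenic siblings it did not see the fluorescent signal, which it took to rule out autofluorescent cells.

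The study's text places fbln1 higher in P2 than in P1 in several places, and in another counts it among genes that stayed high in P2. In these libraries no rise was seen past the spread between replicates. The authors' deposited table gives a log2 fold change of -0.16 for P1 over P2, with an adjusted p of 0.885. With the spread of this gene between libraries, neither settles which statement holds.

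At the strict limits, the authors' deposited table gives the following counts: 8251 genes between P1 and whole larvae, 9047 between P2 and whole larvae, 6558 in both and 1582 between populations. Those are higher than the values quoted from the study above. The study's printed fold change and p for col10a1a equal the deposited log2 fold change and adjusted p, so its limits were read in that way; what further filter or other step gave its shorter lists was not worked out. The fit here gave 170 strict genes between the populations. That is lower than the value quoted from the study above. The first principal component here, without whole larvae, carried 61.5% of the variance. That is lower than the value quoted from the study above, and the second component, at 14.5%, is higher.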
